A study of Mus musculus with 9 samples. Its data were reported in "Defining stem cell dynamics and migration during wound healing in mouse skin epidermis" (2017).

How the data were processed

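Basal epidermal cells were sorted from mouse tail skin 4 days after wounding and profiled on Affymetrix mouse genome PM strip arrays, 1 array per sample. The 9 samples were placed in 3 groups of 3 from their deposited labels: leading edge, proliferative hub and control. The authors processed the arrays with RMA, which corrects background, makes the arrays share 1 distribution and summarises the probes of each probe set. The deposited values are therefore on a log2 scale and are not centred by gene. The RMA version is not given in the sources used here. Because the arrays share 1 distribution by construction, a change of total RNA between groups cannot be measured, and differences between dim genes are compressed. No count or depth applies to arrays, and their number limits the precision. Median log2 values per array lay between 6.47 and 6.53. The 23 probe sets for nonspecific background had a median of 4.67 and ranged from 3.70 to 8.32, so a gene near that range is poorly measured. Correlation between arrays was 0.989 to 0.995 within groups and 0.961 to 0.987 between groups, and 0 pairs held identical values.

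Probe sets were named from the platform annotation, with gene identifiers looked up in the RefSeq annotation of mouse assembly GRCm38.p6. Of 45141 probe sets, 104 were controls, 28898 had 1 gene symbol, 551 had several and 15588 had none. Of those with 1 symbol, 28689 were found in RefSeq by gene identifier, and 0 symbols needed updating. Probe sets with several symbols or none were left out of the tests of genes. Where a gene had more than 1 probe set (7180 genes), the probe set with the highest mean over all arrays stood for it, which left 17097 genes. Probe sets of 1 gene were called in opposite directions for 4 genes between leading edge and hub, 43 between leading edge and control and 2 between hub and control. No filter on dim genes was applied.

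All 9 arrays entered 1 linear model with group means (limma 3.58.1 under R 4.3.3, lmFit and eBayes without trend or weights), so the 3 groups shared 1 estimate of the spread. Tests were two-sided, and genes with a Benjamini-Hochberg adjusted p under 0.05 in a comparison were called. The study's methods give a fold rule and no test, so that rule was also counted. It was read here as a fold above 2 in each same-numbered pair of arrays. The methods ask for the fold in each replicate and do not say how replicates were paired. Gene lists for pathways, cell structures, cell types and genes that the study names were written before the data were examined, as were the tests, the rule for named genes and the alternatives. Of 43 lists, 42 had at least 3 measured genes and were tested with camera at a preset correlation of 0.01, with adjustment over all lists of a comparison. Camera with an estimated correlation and fry were run beside it. The lists that the study drew from these samples are not independent evidence. Overlap of the calls of both wound regions against control was set beside that of independent lists and beside 100 simulations of unchanged groups against shared controls.

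Genes were named by rule: the 8 largest rises and the 8 largest falls per comparison among called genes whose groups did not overlap, up to 4 members of each list, genes that the Results of the study name, and the sort genes as checks of the labels. Some genes that fell under this rule are not reported here. Other members of lists that are given beside a count were chosen after their values were seen. The tests were tested on simulated data for the comparison of leading edge and hub, with 200 of 17097 genes changed in each of 10 draws. The test recovered 52.5% of changes of 0.5 on the log2 scale, 89.7% of changes of 1 and 99.1% of changes of 2, and 6.1% of its calls were false. A planted list was recovered in 3 of 3 draws, with 1 other list called. These draws do not bound false calls of lists in the real arrays. With those, a split other than the real one called 21 lists for leading edge versus hub. Alternatives were a replicate block, a mean-variance trend, array weights, repeated quantile normalization, median centring, a filter on dim genes, the mean of all probe sets of a gene, all probe sets, only the 6 arrays compared, a 2-fold minimum, other fold rules and leaving out each array. Covariates for endothelial and myeloid list means were added after the data were seen.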

Results

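Gene expression was measured on 9 microarrays of basal epidermal cells from mouse tail skin, taken 4 days after a 3 mm wound. Cells were sorted as positive for α6 integrin, which marks the basal layer, and negative for CD34, which marks hair follicle bulge cells. The leading edge, the band of epidermis next to the wound, was cut with a 4 mm punch and its cells were also gated as positive for α5 integrin. The proliferative hub, the zone behind it, was cut with a 6 mm punch and gated as negative for α5 integrin. Control cells came from skin far from the wound, and their labels name no α5 integrin gate. Differences between groups can thus reflect that gate as well as wounding or region, and these were not separated. Each group had 3 arrays, each made from 300 cells, with tissue pooled from 5 CD1 mice. Median log2 signal per array lay between 6.47 and 6.53. Probe sets meant to measure nonspecific background had a median of 4.67 and ranged from 3.70 to 8.32. Group means inside that range are poorly measured, and folds that rest on them are less certain. The labels call the arrays biological replicates whereas the methods call them technical, so p-values measure the spread between these samples, which may be technical.

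The sort genes followed the labels and are no findings. Itga5, which encodes α5 integrin, averaged 9.11 ± 0.05 at the leading edge, 6.92 ± 0.51 in the hub and 6.40 ± 0.14 in control skin (log2 signal, SD, n = 3 arrays in each group). Itga6 averaged 12.27 ± 0.04, 11.80 ± 0.04 and 11.58 ± 0.06, and Cd34 averaged 4.79 ± 0.17, 4.74 ± 0.02 and 4.60 ± 0.09, in the same order. Krt5 and Krt14, the keratins of basal cells, were near the top of the scale in all 3 groups, at 13.28 ± 0.05 and 13.30 ± 0.04 at the leading edge. Differences below are log2 fold changes with their standard errors from limma.

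Leading edge and hub cells were compared to ask what sets cells at the front of a closing wound apart from the cells behind them. Genes for matrix-degrading enzymes and their regulators were among the largest rises at the leading edge, with Mmp9 higher by 4.19 ± 0.50 (18.3-fold) and Mmp13 by 3.83 ± 0.54. Timp1, an inhibitor of matrix metalloproteinases, rose by 3.09 ± 0.25. Neu2 (3.84 ± 0.35), Uox (2.83 ± 0.26) and Mal (2.81 ± 0.14) were also among the largest rises, and all 6 held in every leave-one-out fit (adjusted p from 9.98e-06 to 0.00195). With the myeloid list mean as a covariate, a setting chosen after the data were seen, Mmp13 missed the threshold (3.68, adjusted p = 0.0616). Fn1, which encodes fibronectin, rose by 3.03 ± 0.73 (adjusted p = 0.0273), but missed the threshold without leading edge replicate 3 (3.24, adjusted p = 0.0631), hub replicate 1 (2.72, adjusted p = 0.0959) or hub replicate 3 (2.82, adjusted p = 0.0891), and with the myeloid covariate (1.30, adjusted p = 0.592). The largest falls were in keratins: Krt2 (-5.72 ± 0.27), Krt36 (-4.51 ± 0.21) and Krt84 (-3.88 ± 0.18). Timp3, which the study ranks lowest in a leading edge signature from earlier arrays without the α5 integrin gate, was not among the largest falls here. Krt2 averaged 6.61 ± 0.69 at the leading edge against 12.33 ± 0.07 in the hub and 12.59 ± 0.04 in control skin (SD, n = 3). The metallothionein gene Mt4 fell as well (-3.29 ± 0.34), as did Selenbp2 (-2.68 ± 0.26), Efemp1 (-2.51 ± 0.16), Fcgbp (-2.29 ± 0.13) and Parp10 (-2.20 ± 0.17), with adjusted p from 9.66e-06 to 0.000353 over these falls.

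**Figure D1:**
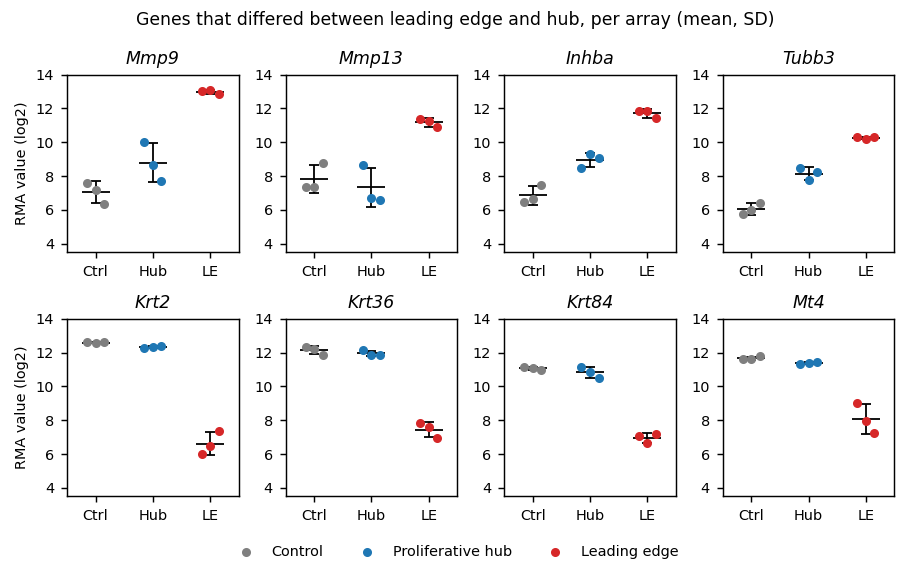
Log2 signal of 8 genes on each of the 9 arrays, with group mean and SD (n = 3 per group; Ctrl, control; Hub, proliferative hub; LE, leading edge). Mmp9 and Mmp13 were higher at the leading edge than in the hub by 4.19 and 3.83, and Krt2 differed by -5.72.

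Genes that remodel and bind the matrix were among the rises at the leading edge. Of the matrix proteases and plasminogen activators, 10 of the 21 measured rose and 2 fell, or 11 and 2 adjusted over the list alone (camera adjusted p = 6.43e-06, adjusted p = 0.123 with an estimated correlation). Rises included Mmp10 (2.53 ± 0.47), Mmp1b (2.27 ± 0.14), Plaur (1.45 ± 0.15) and Plau (1.23 ± 0.15), while Mmp2 fell (-1.25 ± 0.12). Of the integrin and focal adhesion genes, 13 of the 21 measured rose and 2 fell, or 14 and 2 adjusted over the list alone (camera adjusted p = 4.73e-09, adjusted p = 0.0526 with an estimated correlation). Rises included Itga2 (1.57 ± 0.22), Itgb6 (1.47 ± 0.11), Actn1 (0.91 ± 0.07) and Itgb1 (0.88 ± 0.07), and Tns1 fell (-1.35 ± 0.13). Of the basement membrane and provisional matrix genes, 7 of the 15 measured rose and 2 fell, or 9 and 2 adjusted over the list alone (camera adjusted p = 3.05e-05, adjusted p = 0.0562 with an estimated correlation). The laminin genes Lama3 and Lamb3 rose by 0.92 ± 0.08 and 0.96 ± 0.07, and Fras1 changed the other way (-1.64 ± 0.12). The 2 probe sets of Lama3 ran from -0.01 to 0.92, with 1 called.

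Many cytoskeletal genes rose. Of the actin and myosin genes, 20 of the 29 measured rose and 0 fell, or 25 and 0 adjusted over the list alone (camera adjusted p = 1.85e-18, adjusted p = 0.0127 with an estimated correlation). The median was 0.54, and rises included Cald1 (1.45 ± 0.26), Pdlim7 (1.45 ± 0.11), Acta2 (1.44 ± 0.11) and Tpm1 (1.41 ± 0.18). The 2 probe sets of Acta2 ran from -0.12 to 1.44, with 1 called. Of the tubulins, 5 of the 10 measured rose and 0 fell, or 7 and 0 adjusted over the list alone (camera adjusted p = 4.38e-05, adjusted p = 0.123 with an estimated correlation). Rises included Tubb3 (2.13 ± 0.20), Tubb2a (1.18 ± 0.17), Tuba1a (0.90 ± 0.14) and Tubb6 (0.61 ± 0.09). Of the genes for EGF receptor ligands, 4 of the 6 measured rose and 0 fell, or 5 and 0 adjusted over the list alone (camera adjusted p = 3.81e-07, adjusted p = 0.0127 with an estimated correlation). Rises included Tgfa (2.10 ± 0.17), Ereg (1.76 ± 0.10), Epgn (1.14 ± 0.18) and Hbegf (0.96 ± 0.09). Of the keratinocyte cytokine and chemokine genes, 5 of the 23 measured rose and 1 fell, or 7 and 1 adjusted over the list alone (camera adjusted p = 0.000862, adjusted p = 0.152 with an estimated correlation). Il24 (1.89 ± 0.26) and Il33 (0.94 ± 0.15) rose and the receptor subunit gene Il20rb fell (-1.13 ± 0.15). Inhba, which encodes a subunit of activin, rose by 2.76 ± 0.28. Its 2 probe sets ran from 0.12 to 2.76, with 1 called.

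Metabolic gene lists went both ways. Of the hypoxia and glycolysis genes, 14 of the 21 measured rose and 0 fell, or 19 and 0 adjusted over the list alone (camera adjusted p = 1.95e-15, adjusted p = 0.0466 with an estimated correlation). Rises included the carbonic anhydrase Car9 (1.76 ± 0.12), Ndrg1 (1.51 ± 0.07), Slc16a3 (1.24 ± 0.16) and Vegfa (1.23 ± 0.15). Hif1a, Pgk1, Tpi1, Pfkl, Pfkp, Egln3 and P4ha2 each lost the call on removal of 3 to 6 of the 9 arrays (adjusted p up to 0.105). Of the cholesterol synthesis genes, 3 of the 15 measured rose and 0 fell, or 7 and 1 adjusted over the list alone (camera adjusted p = 0.000317, adjusted p = 0.296 with an estimated correlation), with Sc5d higher by 0.59 ± 0.09. Over the 3 probe sets of Sc5d the values ran from -0.27 to 0.59, with 1 called. The other rises, in Cyp51 and Msmo1, each lost the call on removal of 4 of the 9 arrays taken 1 at a time (adjusted p up to 0.0957). Fry, which asks whether a list moves one way on balance, gave adjusted p = 0.0506 for this list. Of the ribosome biogenesis genes, 0 of the 20 measured rose and 8 fell, or 0 and 11 adjusted over the list alone (camera adjusted p = 1.24e-07, adjusted p = 0.123 with an estimated correlation). The median was -0.30, and falls included Polr1b (-0.61 ± 0.11) and Myc (-0.56 ± 0.07). Dkc1, Pes1, Nop14, Polr1a and Ncl each lost the call on removal of 3 to 8 of the 9 arrays (adjusted p up to 0.157). The oxidative phosphorylation list was lower with a median of -0.08, although 0 of its 26 members rose and 0 fell in limma, over all genes or adjusted over the list alone (camera adjusted p = 0.0271, adjusted p = 0.296 with an estimated correlation). There were 0 higher and 5 lower at an unadjusted p under 0.05. That call was lost without leading edge replicate 3 (adjusted p = 0.0808) or hub replicate 2 (adjusted p = 0.0725), and with dim genes left out (adjusted p = 0.088).

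Cell cycle genes showed small differences between leading edge and hub. Of the S phase and DNA replication genes, 1 of the 31 measured rose and 1 fell, or 0 and 1 adjusted over the list alone (camera adjusted p = 0.168, adjusted p = 0.759 with an estimated correlation), with a median of -0.10. That list was called as lower without leading edge replicate 1 (adjusted p = 0.0149) or with array weights (adjusted p = 0.023). Its members that passed were Rrm2, which rose, and Cdt1, which fell, calls lost on removal of 6 and 2 of the 9 arrays (adjusted p up to 0.131). Of the mitosis genes, 3 of the 30 measured rose and 0 fell, or 3 and 0 adjusted over the list alone (camera adjusted p = 7.68e-05, adjusted p = 0.315 with an estimated correlation), with a median of 0.23. The inhibitor gene Cdkn1a rose by 0.47 ± 0.06 and Gas1 changed by -0.82 ± 0.09. The 3 mitotic rises were in Aurka, Ube2c and Anln, and these calls ended on removal of 6, 8 and 6 of the 9 (adjusted p up to 0.135). Fry gave adjusted p = 0.0851 for the mitosis list.

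Differentiation genes changed in both directions. Of the spinous and granular genes, 3 of the 23 measured rose and 8 fell, or 4 and 8 adjusted over the list alone (camera adjusted p = 0.0968, adjusted p = 0.25 with an estimated correlation). Krt2 (-5.72 ± 0.27), Dsg1a (-1.79 ± 0.14) and Krt1 (-1.73 ± 0.32) fell, and Cnfn (1.64 ± 0.10) and Tgm1 (1.06 ± 0.17) rose. The list was called as lower by fry (adjusted p = 0.00496) and, with camera, without leading edge replicate 2 (adjusted p = 0.0481). Of the small proline-rich proteins, which are parts of the cornified envelope, 4 of the 9 measured rose and 1 fell, or 5 and 1 adjusted over the list alone (camera adjusted p = 0.00376, adjusted p = 0.125 with an estimated correlation). Rises included Sprr1a (1.57 ± 0.29) and Sprr2f (1.76 ± 0.35). Of the stress keratins and alarmins, 4 of the 14 measured rose and 0 fell, or 4 and 0 adjusted over the list alone (camera adjusted p = 0.0086, adjusted p = 0.123 with an estimated correlation). Rises included Il33 (0.94 ± 0.15) and S100a6 (0.51 ± 0.08). Of the gap junction genes, 2 of the 6 measured rose and 0 fell, or 2 and 0 adjusted over the list alone (camera adjusted p = 0.0086, adjusted p = 0.125 with an estimated correlation), with Gjb6 higher by 2.30 ± 0.21. Gjb2, the other rise, lost its call on removal of 6 of the 9 arrays (adjusted p up to 0.09). Krt15, a keratin of resting basal cells, averaged 11.05 ± 0.08 in control skin, 9.86 ± 0.12 in the hub and 8.64 ± 0.11 at the leading edge (SD, n = 3), and fell by 1.23 ± 0.09 from hub to leading edge (adjusted p = 4.19e-05).

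Markers of other cells were measured beside these groups. Of the myeloid markers, 2 of the 18 measured rose and 0 fell, or 2 and 0 adjusted over the list alone (camera adjusted p = 0.000277, adjusted p = 0.285 with an estimated correlation), with a median of 0.31. The rises were in Cd14 (0.88 ± 0.14) and in Cxcr2, which lost its call on removal of 4 of the 9 arrays (adjusted p up to 0.0706). At an unadjusted p under 0.05, 8 of the 18 myeloid markers were higher and 0 lower. Within the leading edge, Lyz2 read 8.25, 5.36 and 7.12 in replicates 1 to 3, and Tyrobp read 7.32, 5.60 and 7.30. The endothelial markers had a median of 0.11, and none of the 12 passed limma, over all genes or adjusted over the list alone (camera adjusted p = 0.388, adjusted p = 0.791 with an estimated correlation). There were 0 higher and 0 lower at an unadjusted p under 0.05. Without leading edge replicate 2 that list was called as higher (adjusted p = 0.0264). Markers of fibroblasts, T cells, Langerhans cells, melanocytes, Merkel cells and skeletal muscle were not called as lists by camera in any of the 3 comparisons. Fry did call Merkel cell markers as higher at the leading edge against hub (adjusted p = 0.00712) and control (adjusted p = 0.00194), and fibroblast markers as lower in the hub against control (adjusted p = 0.0469). The endothelial gene Cdh5 read 9.73 in leading edge replicate 1, 8.39 in hub replicate 2 and 8.42 in hub replicate 3.

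The lists that the study itself drew from these samples are not independent evidence of their direction. All 15 measured genes of its migration and signalling list rose, as did 8 of 10 of its adhesion and matrix list and all 11 of its cytoskeleton list (15, 10 and 11 adjusted over each list alone). They include Gprc5a (2.28 ± 0.14), Flrt2 (2.28 ± 0.15), Pcdh7 (1.43 ± 0.16), Wnt5a (1.55 ± 0.17) and Procr (1.53 ± 0.11). Fgf18 (1.78 ± 0.18), Nav2 (1.52 ± 0.25), Elk3 (0.97 ± 0.14), Efnb1 (0.94 ± 0.10), Myo5b (0.81 ± 0.13), Tpm2 (0.75 ± 0.10) and Myh9 (0.69 ± 0.09) belong to them too. For Myo5b the 3 probe sets ran from 0.12 to 0.81, with 1 called. C5ar1 and Fmnl2 lost their calls on removal of 8 and 7 of the 9 arrays (adjusted p up to 0.142), and Cdsn (1.94 ± 0.61, adjusted p = 0.0771) and Pcdhb19 (1.05 ± 0.30, adjusted p = 0.0527) missed the threshold. Its generic wound list, which came from its other arrays, had 8 of 14 higher at the leading edge (8 adjusted over the list alone; camera adjusted p = 1.79e-07, adjusted p = 0.0333 with an estimated correlation), of which Sprr2h lost its call on removal of 6 of the 9 arrays (adjusted p up to 0.13). Dsc2 rose by 1.29 ± 0.17, while S100a9 (0.51 ± 0.42, adjusted p = 0.567), Ccna2 (0.11 ± 0.10, adjusted p = 0.623) and Emb (-0.04 ± 0.07, adjusted p = 0.832) missed the threshold. Krt17, Areg, Ccnb1, Cxcr4, Ephb2 and Pcdhga1 were not analysed here.

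Across all 17097 genes, 922 were higher and 894 lower at the leading edge than in the hub (limma, adjusted p under 0.05), 205 and 114 of them by at least 2-fold. With the myeloid list mean as a covariate, chosen after the data were seen, the total of 1816 became 605 (331 higher and 274 lower). That mean varied mainly within the leading edge (SD 0.32, against 0.02 in the hub and 0.04 in control skin, n = 3). With it Mmp9 kept its fold with a larger error (4.32 ± 0.79), while the fold of Fn1 also fell (1.30 ± 0.84). The lost calls therefore do not measure a share due to myeloid cells. Groups did not overlap for 5125 genes (30.0%), where chance gives 10%. With the rule of more than 2-fold in each same-numbered pair of arrays, 118 genes were higher and 60 lower, and all of these also passed limma. Of the 42 lists tested, camera called 20, and 7 of those calls held with an estimated correlation. Of the 7, 4 were lists from the study itself, and the other 3 were actin and myosin, EGF receptor ligands, and hypoxia and glycolysis.

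**Figure D2:**
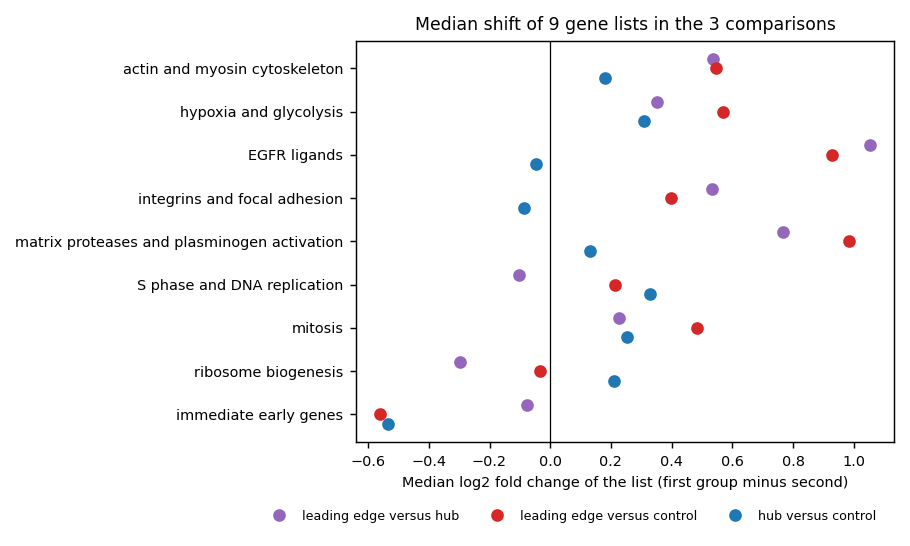
Median log2 fold change of 9 gene lists in each of the 3 comparisons. Actin and myosin genes had medians of 0.54 for leading edge against hub, 0.55 for leading edge against control and 0.18 for hub against control, and immediate early genes had -0.08, -0.56 and -0.53.

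Leading edge cells were then set against control skin, which asks what wounding, together with the α5 integrin gate, changed at the front. Mmp9 again had the largest rise (5.94 ± 0.50, 61.6-fold), followed by the cytokine gene Il24 (5.40 ± 0.26), Sh2d5 (5.06 ± 0.17) and Inhba (4.85 ± 0.28). The 2 probe sets of Inhba ran from -0.004 to 4.85, with 1 called. Uox (4.58 ± 0.26), Sprr2d (4.50 ± 0.36) and Neu2 (4.48 ± 0.35) rose, as did Krt6b (4.43 ± 0.96), a keratin of wounded epidermis that spread widely over the control arrays (8.37 ± 2.55, SD, n = 3). Il24 averaged 11.69 ± 0.17 at the leading edge and 6.30 ± 0.16 in control skin (SD, n = 3). Krt2 (-5.98 ± 0.27), Krt36 (-4.68 ± 0.21), Krt84 (-4.11 ± 0.18) and Mt4 (-3.58 ± 0.34) fell here too. Tmem45a2 (-3.78 ± 0.12), Fcgbp (-3.73 ± 0.13), Efemp1 (-3.72 ± 0.16) and Serpinb7 (-3.65 ± 0.31) were the other large falls, with adjusted p from 1.9e-07 to 0.00854 over all these genes.

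Some cell cycle genes rose against control skin. Of the mitosis genes, 18 of the 30 measured rose and 1 fell, or 19 and 1 adjusted over the list alone (camera adjusted p = 9e-07, adjusted p = 0.374 with an estimated correlation). Rises included Cdca8 (0.85 ± 0.14), Plk1 (0.78 ± 0.12) and Ttk (0.74 ± 0.12), and Nusap1 fell (-0.77 ± 0.16). Over the 2 probe sets of Nusap1 the values ran from -0.77 to 0.09, with 1 called. Over the 2 of Ttk they ran from -0.05 to 0.74, with 1 called. Of the S phase genes, 10 of the 31 measured rose and 0 fell, or 10 and 0 adjusted over the list alone (camera adjusted p = 0.000808, adjusted p = 0.438 with an estimated correlation). Rises included Rrm2 (1.18 ± 0.09), Mcm4 (0.70 ± 0.11) and Mcm5 (0.62 ± 0.08). For Mcm5 the 2 probe sets ran from -0.09 to 0.62, with 1 called. Immediate early genes moved down: 0 of the 18 measured rose and 11 fell, or 0 and 13 adjusted over the list alone (camera adjusted p = 1.12e-08, adjusted p = 0.107 with an estimated correlation). The median was -0.56, and falls included Nr4a1 (-2.53 ± 0.18), Jun (-1.18 ± 0.10), Atf3 (-1.18 ± 0.11) and Jund (-0.79 ± 0.08). The 2 probe sets of Jund ran from -0.79 to 0.07, with 1 called.

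Cytoskeleton, hypoxia and barrier stress genes were higher. Of the actin and myosin genes, 24 of the 29 measured rose and 0 fell, or 25 and 0 adjusted over the list alone (camera adjusted p = 5.66e-15, adjusted p = 0.0184 with an estimated correlation). Rises included Cald1 (4.13 ± 0.26), Fscn1 (3.15 ± 0.15) and Pdlim7 (2.58 ± 0.11). Of the tubulins, 6 of the 10 measured rose and 0 fell, or 7 and 0 adjusted over the list alone (camera adjusted p = 0.000439, adjusted p = 0.18 with an estimated correlation), with Tubb3 higher by 4.22 ± 0.20. Of the hypoxia and glycolysis genes, 18 of the 21 measured rose and 0 fell, or 20 and 0 adjusted over the list alone (camera adjusted p = 2.05e-14, adjusted p = 0.0478 with an estimated correlation). Rises included Slc16a3 (2.80 ± 0.16), Car9 (2.70 ± 0.12) and Bnip3 (2.08 ± 0.12). Of the stress keratins and alarmins, 8 of the 14 measured rose and 0 fell, or 8 and 0 adjusted over the list alone (camera adjusted p = 3.46e-05, adjusted p = 0.0362 with an estimated correlation). Rises included Slpi (3.25 ± 0.39) and S100a8 (3.02 ± 0.34). Of the small proline-rich proteins, 6 of the 9 measured rose and 0 fell, or 8 and 0 adjusted over the list alone (camera adjusted p = 2.01e-05, adjusted p = 0.0483 with an estimated correlation). Rises included Sprr2h (4.01 ± 0.28) and Sprr1b (2.63 ± 0.16). Of the EGF receptor ligands, 4 of the 6 measured rose and 0 fell, or 5 and 0 adjusted over the list alone (camera adjusted p = 0.00029, adjusted p = 0.0411 with an estimated correlation). Rises included Tgfa (3.14 ± 0.17) and Ereg (2.52 ± 0.10). Of the gap junction genes, 3 of the 6 measured rose and 0 fell, or 4 and 0 adjusted over the list alone (camera adjusted p = 0.00234, adjusted p = 0.107 with an estimated correlation). Rises included Gjb6 (3.36 ± 0.21) and Gjb2 (3.21 ± 0.11).

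Matrix genes rose and fell. Of the matrix proteases and plasminogen activators, 14 of the 21 measured rose and 2 fell, or 15 and 3 adjusted over the list alone (camera adjusted p = 6.93e-05, adjusted p = 0.166 with an estimated correlation). Mmp10 (4.16 ± 0.47), Mmp13 (3.35 ± 0.54) and Mmp1b (2.62 ± 0.14) rose and Mmp2 fell (-1.99 ± 0.12). Of the integrin and focal adhesion genes, 13 of the 21 measured rose and 4 fell, or 13 and 4 adjusted over the list alone (camera adjusted p = 0.00088, adjusted p = 0.221 with an estimated correlation). Actn1 (2.04 ± 0.07), Itgb1 (1.22 ± 0.07) and Itga2 (1.19 ± 0.22) rose and Tns1 fell (-2.24 ± 0.13). Of the cholesterol synthesis genes, 6 of the 15 measured rose and 0 fell, or 6 and 0 adjusted over the list alone (camera adjusted p = 0.0055, adjusted p = 0.485 with an estimated correlation). Rises included Sqle (1.90 ± 0.18) and Fdps (1.07 ± 0.22). The inhibitor Timp1 rose by 4.04 ± 0.25 and Timp3 changed by -3.16 ± 0.28.

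Of the myeloid markers, 3 of the 18 measured rose and 0 fell, or 7 and 0 adjusted over the list alone (camera adjusted p = 0.0111, adjusted p = 0.485 with an estimated correlation), with a median of 0.38. These were Cd14 (0.89 ± 0.14), Cxcr2 (0.76 ± 0.12) and Lyz2, which lost its call on removal of 8 of the 9 arrays (adjusted p up to 0.117), and the list call was lost with array weights (adjusted p = 0.114). At an unadjusted p under 0.05, 9 of the 18 myeloid markers were higher and 0 lower. Endothelial markers had a median of 0.33 and none passed limma, over all genes or adjusted over the list alone, with 3 higher and 0 lower at an unadjusted p under 0.05. Their list was not called with all arrays (camera adjusted p = 0.0658) but was without leading edge replicate 2 (adjusted p = 0.00323), leading edge replicate 3 (adjusted p = 0.0345) or control replicate 1 (adjusted p = 0.0381), and with the mean of all probe sets (adjusted p = 0.0468). All 15 measured genes of the study's migration list, all 10 of its adhesion list and all 11 of its cytoskeleton list rose, over all genes or adjusted over each list alone, which is not independent evidence. C5ar1 and Cdsn lost their calls on removal of 8 and 5 of the 9 arrays (adjusted p up to 0.141), and with the myeloid covariate C5ar1 changed sign. The study's generic wound list had 14 of 14 higher, over all genes or adjusted over the list alone (camera adjusted p = 5.72e-13, adjusted p = 0.0114 with an estimated correlation), with Emb and Ccna2 losing their calls on removal of 6 and 2 arrays (adjusted p up to 0.108). Across all genes, limma called 2041 higher and 1850 lower, of which 453 and 350 by at least 2-fold. With the myeloid covariate the total of 3891 became 1605 (876 higher and 729 lower). Groups did not overlap for 6190 genes (36.2%), where chance gives 10%. The pairwise fold rule gave 305 higher and 210 lower, of which limma called 304 and 210. Of the 42 lists, camera called 18, and 9 of those calls held with an estimated correlation, 4 of them for lists from the study itself.

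Hub cells were compared with control skin to ask what wounding, together with the α5 integrin gate, changed behind the front. Sprr2d (3.66 ± 0.36), Il24 (3.51 ± 0.26) and Sh2d5 (3.45 ± 0.17) rose here too, and so did Car2, which encodes a carbonic anhydrase (3.40 ± 0.15, 10.6-fold). Sprr2h (2.97 ± 0.28), Gjb2 (2.75 ± 0.11) and Procr (2.71 ± 0.11) were further large rises. Tmem45a2 fell most (-2.45 ± 0.12), followed by the metalloproteinase inhibitor Timp3 (-2.35 ± 0.28), the collagen gene Col6a1 (-2.20 ± 0.33) and the growth factor gene Bmp2 (4.01-fold lower). Serpinb2 (-1.84 ± 0.17), Gpha2 (-1.84 ± 0.22) and Adamts9 (-1.83 ± 0.19) also fell (adjusted p from 3.06e-06 to 0.00413 over these genes). Procr averaged 9.58 ± 0.17 in the hub and 6.87 ± 0.12 in control skin (SD, n = 3).

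Krt6b and Plagl1 were less steady. Krt6b was higher in the hub by 4.31 ± 0.96 (adjusted p = 0.0266), and it missed the threshold without hub replicate 1 (4.31, adjusted p = 0.0712), hub replicate 2 (4.27, adjusted p = 0.0792), hub replicate 3 (4.33, adjusted p = 0.0787), control replicate 1 (3.36, adjusted p = 0.0578) or control replicate 3 (3.81, adjusted p = 0.0787). Plagl1 was 4-fold lower (adjusted p = 0.0223), and missed it without hub replicate 1 (-2.01, adjusted p = 0.0614), hub replicate 3 (-1.54, adjusted p = 0.0562) or control replicate 1 (-1.85, adjusted p = 0.0642).

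**Figure D3:**
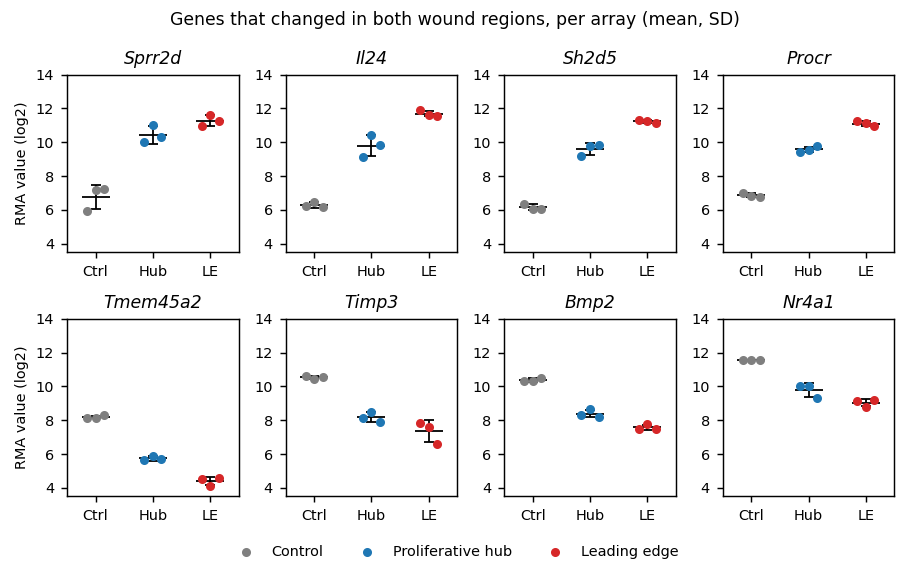
Log2 signal of 8 genes that differed from control in both wound regions, on each of the 9 arrays, with group mean and SD (n = 3 per group; Ctrl, control; Hub, proliferative hub; LE, leading edge). Sh2d5 was higher than control by 3.45 in the hub and 5.06 at the leading edge, and Timp3 differed from control by -2.35 and -3.16.

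Some replication genes rose in the hub. Of the S phase genes, 13 of the 31 measured rose and 0 fell, or 17 and 0 adjusted over the list alone (camera adjusted p = 8.28e-10, adjusted p = 0.141 with an estimated correlation). The median was 0.33, and rises included Rrm2 (0.83 ± 0.09), Mcm5 (0.56 ± 0.08) and Cdt1 (0.54 ± 0.08). The 2 probe sets of Mcm5 ran from 0.04 to 0.56, with 1 called. Mcm3, Rrm1, Gins1, Chaf1b and Mcm4 each lost the call on removal of 4 to 8 of the 9 arrays (adjusted p up to 0.165). Prim1, Mcm10, Pole and Tk1 each lost it on removal of 3 or 4 (adjusted p up to 0.114). Of the mitosis genes, 6 of the 30 measured rose and 0 fell, or 11 and 1 adjusted over the list alone (camera adjusted p = 0.000523, adjusted p = 0.477 with an estimated correlation), with Ttk higher by 0.67 ± 0.12. Aurka, Birc5, Cdc20, Cdca8 and Plk1 each lost the call on removal of 4 to 8 of the 9 arrays (adjusted p up to 0.152). Over the 2 probe sets of Ttk the values ran from -0.09 to 0.67, with 1 called. Fry gave adjusted p = 0.0829 for the mitosis list. The atypical E2F genes E2f7 and E2f8 rose by 1.70 ± 0.13 and 0.96 ± 0.13. Of the ribosome biogenesis genes, 4 of the 20 measured rose and 1 fell, or 8 and 1 adjusted over the list alone (camera adjusted p = 0.000871, adjusted p = 0.358 with an estimated correlation). Those members were Nop56, Dkc1, Pes1 and Ftsj3, which rose, and Myc, which fell, and each lost its call on removal of 1 to 7 of the 9 arrays (adjusted p up to 0.131). Of the oxidative phosphorylation genes, 3 of the 26 measured rose and 0 fell, or 3 and 0 adjusted over the list alone (camera adjusted p = 0.00134, adjusted p = 0.216 with an estimated correlation). Ndufa4 was higher by 0.46 ± 0.07, while Cycs and Cyc1 lost their calls on removal of 8 and 7 arrays (adjusted p up to 0.134).

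Immediate early genes were lower in the hub: 0 of the 18 measured rose and 13 fell, or 0 and 14 adjusted over the list alone (camera adjusted p = 1.87e-15, adjusted p = 0.0578 with an estimated correlation). The median was -0.53, and falls included Nr4a1 (-1.77 ± 0.18), Fosl1 (-1.29 ± 0.12), Atf3 (-0.87 ± 0.11) and Jun (-0.86 ± 0.10). Of the YAP and TAZ target genes, 0 of the 13 measured rose and 4 fell, or 0 and 4 adjusted over the list alone (camera adjusted p = 0.000583, adjusted p = 0.109 with an estimated correlation). These were Ccn1 (-1.53 ± 0.13), F3 (-1.25 ± 0.19), Ptpn14 (-1.01 ± 0.13) and Crim1 (-0.82 ± 0.12). Of the stress keratins and alarmins, 7 of the 14 measured rose and 0 fell, or 9 and 1 adjusted over the list alone (camera adjusted p = 5.47e-05, adjusted p = 0.0578 with an estimated correlation). Rises included S100a8 (2.51 ± 0.34) and Krt6a (0.55 ± 0.08). For Krt6a the 3 probe sets ran from 0.55 to 1.07, with 3 called. Of the small proline-rich proteins, 4 of the 9 measured rose and 0 fell, or 4 and 0 adjusted over the list alone (camera adjusted p = 0.000165, adjusted p = 0.0996 with an estimated correlation), with rises in Sprr1b (1.63 ± 0.16), Sprr2a1, Sprr2d and Sprr2h. Of the actin and myosin genes, 11 of the 29 measured rose and 0 fell, or 14 and 2 adjusted over the list alone (camera adjusted p = 1.06e-05, adjusted p = 0.117 with an estimated correlation). Rises included Cald1 (2.68 ± 0.26), Fscn1 (2.22 ± 0.15) and Pdlim7 (1.13 ± 0.11). For Pdlim7 the 2 probe sets ran from -0.22 to 1.13, with 1 called. Of the hypoxia and glycolysis genes, 10 of the 21 measured rose and 0 fell, or 14 and 1 adjusted over the list alone (camera adjusted p = 3.9e-06, adjusted p = 0.193 with an estimated correlation). Rises included Slc16a3 (1.55 ± 0.16), Car9 (0.94 ± 0.12) and Bnip3 (0.91 ± 0.12). Pfkl, Ldha, Pgk1, Pkm and Tpi1 each lost the call on removal of 1 to 9 of the 9 arrays (adjusted p up to 0.139). Of the gap junction genes, 2 of the 6 measured rose and 0 fell, or 3 and 0 adjusted over the list alone (camera adjusted p = 0.00472, adjusted p = 0.141 with an estimated correlation), Gjb2 and Gjb6 (1.06 ± 0.21) being the rises.

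Of the basal keratinocyte genes, 2 of the 12 measured rose and 2 fell, or 2 and 3 adjusted over the list alone (camera adjusted p = 0.0477, adjusted p = 0.365 with an estimated correlation), with falls in Krt15 (-1.18 ± 0.09) and Dst (-0.48 ± 0.07). Cdh3 and Lamb3 rose, calls lost on removal of 8 and 7 of the 9 arrays (adjusted p up to 0.134). The list call was lost without leading edge replicate 2 (adjusted p = 0.0501), hub replicate 1 (adjusted p = 0.0682), hub replicate 3 (adjusted p = 0.0573), control replicate 1 (adjusted p = 0.0512), control replicate 2 (adjusted p = 0.134) or control replicate 3 (adjusted p = 0.0625). It was also lost with dim genes left out (adjusted p = 0.0714) or each array centred on its median (adjusted p = 0.0562). None of the 18 myeloid or 12 endothelial markers passed limma, over all genes or adjusted over the lists alone, with medians of 0.04 and 0.22. There were 0 higher and 0 lower at an unadjusted p under 0.05 for the myeloid list, whose camera direction was down, and 1 higher and 0 lower at an unadjusted p under 0.05 for the endothelial list. The endothelial list was not called with all arrays (camera adjusted p = 0.127) but was without leading edge replicate 1 (adjusted p = 0.00934) or hub replicate 1 (adjusted p = 0.0404). Of the study's lists, which are not independent evidence, the migration list had 7 of 15 higher, the adhesion list 5 of 10 and the cytoskeleton list 8 of 11 (10, 8 and 9 adjusted over each list alone). Nav2, Lamb3, Lama3, Fmnl2 and Myh9 each lost the call on removal of 4 to 8 of the 9 arrays (adjusted p up to 0.142). For the migration list the camera call was lost with an estimated correlation (adjusted p = 0.0691 with an estimated correlation). The generic wound list had 11 of 14 higher (13 adjusted over the list alone; camera adjusted p = 1.21e-14, adjusted p = 0.0202 with an estimated correlation). Of its members, Emb, Krt6b and Il33 lost the call on removal of 9, 5 and 1 of the 9 arrays taken 1 at a time (adjusted p up to 0.131).

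Across all genes, limma called 711 higher and 533 lower in the hub than in control skin, of which 100 and 86 by at least 2-fold. The total of 1244 fell to 774 without hub replicate 2 and to 699 without hub replicate 3. With only the 6 arrays of hub and control it was 766. With the endothelial list mean as a covariate, chosen after the data were seen, it became 690 (346 higher and 344 lower). Groups did not overlap for 4067 genes (23.8%), where chance gives 10%. The pairwise fold rule gave 51 higher and 38 lower, of which limma called 50 and 38. Of the 42 lists, camera called 16, and 3 of those calls held with an estimated correlation. All 3 were lists from the study itself, so no pathway or cell type list held.

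Many genes changed in both wound regions. Among them, 607 were higher and 460 lower than in control skin at the leading edge and in the hub, against 84.9 and 57.7 for independent lists of these sizes, and 7 went opposite ways. Of the 607, 239 were also higher at the leading edge than in the hub and 1, P4ha3, was lower. Of the 460, 169 were also lower at the leading edge and 5 were higher, namely Fosl1, Xist, Abcb1b, Baiap2l1 and Golim4, and these 6 were named after their values were seen. Fosl1 kept its call on removal of any 1 array, while the others lost it on removal of 2 to 7 of the 9 (adjusted p up to 0.148). Il24, Sh2d5 and Procr were higher at the leading edge than in the hub by 1.89 ± 0.26, 1.61 ± 0.17 and 1.53 ± 0.11, and Bmp2 and Tmem45a2 changed by -0.81 ± 0.12 and -1.33 ± 0.12. Timp3 missed the threshold between these regions (-0.82 ± 0.28, adjusted p = 0.101), although 1 of its 4 probe sets was called as lower when all probe sets were tested (-0.82 to -0.13 over them). The threshold was also missed by Sprr2d (0.84 ± 0.36, adjusted p = 0.202) and Car2 (-0.06 ± 0.15, adjusted p = 0.886). Both comparisons use the same 3 control arrays, which were not split between them, so part of the excess may come from them. The log2 fold changes had a correlation across genes of 0.761 against 0.501 in 100 simulations of unchanged groups against shared controls, and a covariance of 0.105 against 0.00783, a difference of 0.0976. Genes are not independent replicates. Without hub replicate 2 the 1067 shared genes became 679, and without hub replicate 3 they became 626. With the endothelial covariate they became 596 and with the myeloid covariate 669, settings chosen after the data were seen.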

Values the study reported

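At day 4 the study reported that division was concentrated in a ring behind the front. In basal cells there, at distances between 500 μm and 1.5 mm, BrdU uptake was 5-fold higher, and 40% began a cell cycle over 4 h. Closer to the wound than 500 μm, it saw no uptake.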

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

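All tests in this part were planned before the data were examined, and the genes were chosen after their values were seen. Against control, 7 genes changed in opposite directions at the leading edge and in the hub. Mmp3, a matrix metalloproteinase, differed from control by 1.03 at the leading edge and -0.92 in the hub, a difference of 1.95 on the log2 scale. Ehd1 differed by 0.48 at the leading edge and -0.42 in the hub (difference 0.90), but over its 4 probe sets the hub value ran from -0.42 to 0.11, with 1 called as lower. Igfbp3, which binds insulin-like growth factors, differed by 0.39 at the leading edge and -0.45 in the hub (difference 0.84). Pxn, which encodes the focal adhesion protein paxillin, differed by 0.34 at the leading edge and -0.33 in the hub (difference 0.67), and Tnfrsf12a by 0.25 at the leading edge and -0.38 in the hub (difference 0.63). The serpin genes Serpina3n and Serpinb3a went the other way, with -1.17 at the leading edge and 0.82 in the hub (difference -1.99) and -1.03 at the leading edge and 0.89 in the hub (difference -1.93). Of 2 probe sets of Pxn, 1 was called as higher at the leading edge and 1 as lower in the hub, and 1 of 2 for Tnfrsf12a and 2 of 3 for Serpinb3a were called at the leading edge. On removal of 1 array at a time, the hub call against control was lost in 5 of 9 fits for Igfbp3, 5 for Pxn and 1 for Tnfrsf12a (adjusted p up to 0.0956). The leading edge call against control was lost in 1 fit for Igfbp3 and 8 for Tnfrsf12a (adjusted p up to 0.118).

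Probe sets with no gene symbol were not used in the comparisons of genes, and many passed the same test when all probe sets were fitted: 916 between leading edge and hub, 2455 between leading edge and control and 780 between hub and control. Among probe sets with several gene symbols, 54, 132 and 40 passed in the same order.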

How the results depend on the processing

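The covariate fits were chosen after the data were seen, and the other settings were planned. With the settings that are not named here, each count stayed within 1.5 times its value in the report. When 1 array was left out, leading edge versus hub gave 1225 to 1961 genes, leading edge versus control 3008 to 3691, hub versus control 699 to 1153, and both regions the same way 626 to 967. Testing all probe sets, which counts more items, called 3579, 8693 and 2609 in the order of the report, and a 2-fold minimum, which is stricter, left 319, 803 and 186. The 6 arrays of hub and control alone gave 766 genes, with fewer samples. With the myeloid covariate the counts were 605 for leading edge versus hub, 1605 for leading edge versus control and 669 for both regions the same way. With the endothelial covariate they were 690 for hub versus control and 596 for both regions. Over the 3 comparisons, the named genes lost 102 calls with the myeloid covariate and 61 with the endothelial. Each covariate also costs a degree of freedom, the myeloid mean varied mainly within the leading edge, and the cause was not tested. The fold rule at 1.5-fold, which is looser, gave 543, 1191 and 313 genes, and for hub versus control without 1 replicate number 120 to 157. Camera with an estimated correlation called 7, 9 and 3 lists. With the myeloid covariate Lyz2 (-0.11, adjusted p = 0.908) and C5ar1 (-0.0404, adjusted p = 0.909) reversed for leading edge versus control. Lyz2 is a member of the list behind that covariate, so its reversal there cannot be interpreted. Pes1 reversed for hub versus control with the mean of its probe sets (-0.0298, adjusted p = 0.919). The cause was not tested for C5ar1 or Pes1. Same-numbered arrays did not deviate together (r -0.178 to 0.082 over 9 pairs, 0 above 0.1), which gave no sign of pairing. Differently numbered arrays of different groups spanned a similar range (r -0.146 to 0.118), so pairing cannot be excluded. The replicate block gave 1629, 3661 and 1006 genes, of which 1496, 3501 and 948 were the same genes in the same direction as without it. It gained the endothelial list for leading edge versus control (adjusted p = 0.0423) and lost the basal keratinocyte list for hub versus control (adjusted p = 0.0708). Over all settings, named genes kept their direction and side of the threshold in 2656, 2853 and 2692 fits, lost the call in 234, 173 and 266 and gained it in 19, 11 and 40. Lists did so in 709, 725 and 717, lost it in 18, 10 and 23 and gained it in 23, 15 and 10. Dim genes limit all settings, since signal near 4.67 is background, and the dim filter gave no value for genes it removed.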

Other observations

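The tests chosen only after the result was seen are those of Y-linked genes, of escape genes at the leading edge, the correlations of Fn1 and Vim, the fits with covariates and the mitosis tests. Genes of TGF-beta, activin and BMP signalling went both ways. Of the 21 measured genes of both pathways, 5 rose and 3 fell at the leading edge against the hub, and 7 rose and 4 fell against control (9 and 4, then 7 and 4, adjusted over the list alone). Tgfb1 rose by 0.94 ± 0.11 against the hub and by 1.29 ± 0.11 against control, and the latent binding protein gene Ltbp1 rose by 0.70 ± 0.14 and 1.91 ± 0.14. The 3 probe sets of Ltbp1 ran from 0.03 to 0.70 and from 0.02 to 1.91, with 1 called in each comparison. Id3, a target of BMP signalling, changed by -0.88 ± 0.10 and -1.50 ± 0.10, and Bmp2 changed by -2.81 ± 0.12 against control. The list was not called in any of the 3 comparisons (camera adjusted p = 0.0759, 0.637 and 0.537), but between leading edge and hub it was without hub replicate 2 (adjusted p = 0.0235) or control replicate 2 (adjusted p = 0.0454), with a mean-variance trend (adjusted p = 0.0454) or with the mean of all probe sets (adjusted p = 0.0446). Fry called it there with all arrays (adjusted p = 0.037). Jag1, a Notch ligand, rose at the leading edge by 0.70 ± 0.06 against the hub, and the receptor gene Notch1 changed by -0.53 ± 0.09. Wnt3 and Wnt5a changed against control by -1.39 ± 0.13 and 2.84 ± 0.17 at the leading edge and by -1.18 ± 0.13 and 1.30 ± 0.17 in the hub.

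Members of further lists changed. Of the 15 cell cycle inhibitor genes, 3 rose and 6 fell at the leading edge against control, over all genes or adjusted over the list alone, with a median of -0.13 (camera adjusted p = 0.409). E2f7 and E2f8 rose by 2.72 ± 0.13 and 1.38 ± 0.13, and Btg2 and Gas1 changed by -1.46 ± 0.13 and -1.06 ± 0.09. In the hub the median of that list was -0.07, its mean was 0.03 and camera gave down (adjusted p = 0.247). Of 12 genes linked to epithelial-mesenchymal transition, those that rose at the leading edge against the hub were Hmga2 (1.83 ± 0.15), which encodes a chromatin protein, and Epcam (1.04 ± 0.16), an epithelial adhesion gene (camera adjusted p = 0.147, fry adjusted p = 0.00294). Fads3 rose by 2.15 ± 0.14 and 3.10 ± 0.14 against hub and control. Of the 15 fibroblast markers, 1 rose and 3 fell at the leading edge against control, or 2 and 3 adjusted over the list alone, with a median of 0.03 (camera adjusted p = 0.587). The falls included Postn (-1.95 ± 0.17) and Dcn (-1.65 ± 0.20). Against the hub, 1 of 9 Langerhans cell and MHC class II markers rose and 0 fell, the rise being H2-Ab1 (1.93 ± 0.37). For H2-Ab1 the 3 probe sets ran there from 0.49 to 1.93, with 1 called. Of 12 T cell markers 0 rose and 1 fell, namely Thy1 (-1.23 ± 0.13), or 2 and 1 adjusted over the list alone.

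Xist, the RNA that silences 1 X chromosome in female cells, averaged 11.60 ± 0.01 in control skin, 9.90 ± 0.24 in the hub and 10.41 ± 0.08 at the leading edge (log2 signal, SD, n = 3), differing from control by -1.71 ± 0.11 and -1.19 ± 0.11. A larger share of male cells in the hub samples is a candidate explanation: the mean of 3 Y-linked genes (Eif2s3y, Uty and Kdm5d) was higher than in control by 0.67 ± 0.03 (SE), and the mean of 4 genes that escape X inactivation differed by -0.23 ± 0.03. Other probe sets of the Y-linked genes gave as little as 0.16, 0.06 and 0.03, and 1 of 2, 1 of 2 and 0 of 3 were called. The escape value rests mainly on Kdm6a (-0.74, with 1 of 3 probe sets called and the highest at 0.01), while Kdm5c and Eif2s3x differed by -0.11 and -0.09 and Ddx3x by 0.04. At the leading edge the escape genes differed by -0.0934 ± 0.0154, which again rests on Kdm6a (-0.46, a call lost on removal of 4 of the 9 arrays). There Eif2s3x differed by -0.09, Kdm5c by 0.08 and Ddx3x by 0.10. The Y-linked genes differed there by -0.0269 ± 0.0954, against 0.67 ± 0.03 in the hub. These values argue against a rise in the share of male cells as large as in the hub. A smaller rise was neither shown nor excluded at the leading edge. The sex of the mice pooled for the arrays is not given in the sources used here, although the BrdU experiments of the study used both sexes of this strain. A change of Xist with wounding was not tested apart from sex.

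Fn1 and Vim, which mesenchymal and endothelial cells express at high levels, differed between arrays of 1 region. Their within-group deviations followed those of the endothelial list over the 9 arrays (r = 0.965, Spearman's rho = 0.967, exact permutation p = 0.00463 for each, the smallest of 216 permutations, 0.00926 adjusted over 2 relations), with r = 0.95 without leading edge replicates 1 and 2. Endothelial cells may thus account for part of that spread, although sorting against CD34 would remove many of them and Cdh5 read 9.73 in leading edge replicate 1. They are not the whole of the Fn1 difference between leading edge and hub, which was 2.73 ± 0.36 (adjusted p = 0.00273) with the endothelial covariate against 3.03 ± 0.73 (adjusted p = 0.0273) without it. Myeloid cells stay open, although the α6 integrin gate selects basal cells: r was 0.55 (exact permutation p = 0.5, rho = 0.133, p = 0.838; 0.5 and 0.838 adjusted) and -0.607 without the same 2 arrays, and with that covariate Fn1 differed by 1.30 ± 0.84 (adjusted p = 0.592), the fold being smaller and its error larger.

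The leading edge is known as a zone of little division, yet the mitosis list was not lower there than in the hub: its mean differed by 0.22 ± 0.11 (SE). If hub cells made up most of a leading edge sample, which that mean would need, no gene could fall by more than 2-fold. Of 1910 genes with a hub mean above 10, 11 fell by more than 2-fold (one-sided test, adjusted p under 0.05). Krt2 alone allows a hub share of at most 2.8%, at 2 SE above its fold change. Cells with the average profile of the hub are thus excluded as the source, while hub cells that lack these transcripts were not tested. A change of total RNA cannot be measured, since normalization gives the arrays 1 distribution. The mitosis list minus the S phase list differed by 0.31 ± 0.08, which may reflect more cells in G2 or mitosis relative to S phase at the leading edge.

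Parp10 (-2.20 ± 0.17) and Oas1f (-1.80 ± 0.13) were lower at the leading edge than in the hub, which led to the hypothesis that interferon-stimulated genes were lower as a group. It did not hold: over 32 other such genes, written down after these 2 had been seen, the median was 0.02, 1 rose and 0 fell, and camera with an estimated correlation gave p = 0.623.

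For counts of genes, splits of the 6 arrays of a comparison were too few, at 10, for a share under 0.05. The real split called 1816 genes for leading edge versus hub, 3891 for leading edge versus control and 1244 for hub versus control, and the highest other was 0 in each. For lists called, the real values were 20, 18 and 16 and the highest others 21, 16 and 7, so another split called more lists than the real split did for leading edge versus hub, and the splits are again too few. The 1067 genes changed the same way in both regions were reached by 1 of 100 splits of the 9 arrays, the real one, with 371 as the highest other, so a chance arrangement of the arrays is excluded at the 0.05 level.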
